A study of Homo sapiens with 2 samples. Its data were reported in "Noncoding variation near UBE2E2 orchestrates cardiometabolic pathophenotypes through polygenic effectors" (2024).

How the data were processed

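ATAC-Seq peak lists of 2 samples of the human MSC line ASC52telo were analyzed, 1 list per sample. Per the study's methods and the submitters' processing notes, libraries followed the Omni-ATAC protocol, reads were trimmed with Trimmomatic, aligned to hg38 with Burrows-Wheeler Aligner and filtered with SAMtools, duplicates were marked with Picard, peaks were called per sample with MACS, and peaks were annotated with ChIPseeker. Tool versions, the peak caller's options, any shift of reads for the transposase offset, and whether marked duplicates were dropped are not given in the sources used here. The deposited fold of each peak is a ratio, the enrichment at the summit over local background. The authors' caller gave each peak a −log10 p and a −log10 q from a Poisson test against that background, and the lowest −log10 q of 1.30 in both lists is a q of 0.05. The deposited display score is the whole part of a multiple of −log10 q and was not used. The deposited lists also give the offset of each summit from the start of its peak. No input or control library entered the lists. Folds depend on local background and on the depth of each library, and were used to describe and rank regions within a list.

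Peaks on chromosomes 1 to 22 and X were kept, and lines that overlapped would have been merged, which joined 0 lines. Regions of both libraries that overlapped by at least 1 bp were joined into shared regions. For a list called without a control, fold is (pileup + 1) / (background + 1) and p is a Poisson tail, so both unknowns were solved per peak. The pileup came out whole within 0.02 for 100% of peaks of each list, at any q and at a −log10 q of at least 5. The pileup is the depth behind a fold: its interquartile range was 24 to 63 in replicate 1 and 18 to 49 in replicate 2, and the lowest background was 4.24 and 2.51 tags. Intervals given for shares are exact binomial intervals at 95% and cover counting error only. Pileups were compared with counting noise as the mean squared difference after scaling for the ratio of sums, divided by its Poisson variance.

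Gene positions were the GRCh38 exon positions that the GENCODE v44 annotation mapped to GRCh37 records for 1633539 of its 1650930 exon lines. No position was converted. Of 18950 genes also in the RefSeq table of GRCh38.p14, 18949 overlapped their RefSeq span. A promoter was 1 kb on each side of any annotated transcript start of a protein-coding gene. The promoter fold of a gene is the highest of any region in its promoters, in each library on its own. Regions were assigned to promoter, exon, intron or intergenic DNA, in that order. Promoter GC content was taken from GRCh37 sequence within 500 bp of the canonical start, as a property of each gene. A genome sequence of GRCh38 was not used here, so the planned search for transcription factor motifs at distal summits was not run. Positions of the study's SNVs were not used, and their distances to regions are not analysed here.

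The study had 1 group, so no test between groups was made. Overlap and location were set against 1000 circular shifts of at least 1 Mb along each chromosome (one-sided permutation p). The 21 gene lists were MSC surface markers, adipogenic regulators, mature adipocyte genes, osteogenic genes, chondrogenic genes, mesenchymal transcription factors, extracellular matrix and fibroblast genes, YAP and TEAD target genes, AP-1 family genes, HOX groups 1 to 8 and 9 to 13, ubiquitin E2 enzymes, cytosolic ribosomal proteins, and markers of endothelial, blood, pericyte and smooth muscle, epithelial, neural, hepatocyte, striated muscle and pluripotent cells. Of 15 endothelial markers 14 were measured, and of 14 pericyte and smooth muscle markers 13, since 1 gene had no GRCh38 position and 1 is not protein-coding. Each list was tested with Fisher's exact test and compared with 10000 random lists matched on promoter GC content and number of starts. Distal regions were assigned to the nearest protein-coding start and compared with 10000 random lists matched on the length of DNA nearest to each gene.

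Genes and regions were named by a rule fixed before the data were examined: the study's neighborhood genes and others starting within 500 kb of UBE2E2, per list up to 4 open members with the highest promoter fold (the lower of both libraries) and up to 4 without a region in either library in alphabetical order, the 10 highest promoter folds, the 10 genes with most shared regions nearest, and the 5 distal regions of highest fold. Some genes that this rule selects are not reported here. The alternatives tried were a −log10 q of at least 5 or 10, the 50000 strongest regions by p, overlap of at least 50% of both regions, summits within 100 bp, peaks not merged, all contigs, 1 replicate alone, promoter windows of 3 kb and 500 bp, the gene's 5′ end alone, matched lists and, chosen after seeing the data, the canonical transcript start alone. Alternatives used 200 circular shifts.

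The recovery of pileups, the sharing of regions and the list test were tested on simulated data. Pileups were recovered exactly in 100% of 19012 simulated peaks. Of 146631 simulated regions 59.9% were copies, all of which were found, and 5.45% of the other regions overlapped by chance against 5.34% after shifts. In 1000 simulated lists of 18 genes with an open share of 35%, 86.7% passed the test, and 4.5% of unchanged lists had an unadjusted p under 0.05. Lists with a raised open share were not simulated, so the power to call a list higher is not known from this. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.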

Results

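Chromatin accessibility was mapped by ATAC-Seq, in which a transposase inserts sequencing adapters into accessible DNA, in hMSC of the line ASC52telo. These are mesenchymal stem cells from human adipose tissue, immortalized with telomerase reverse transcriptase and grown to confluence without further treatment. The 2 samples formed 1 group, replicates 1 and 2, so no condition was compared with another. The labels do not say whether the replicates came from separate cultures, and their spread may therefore be technical. The peak names inside the deposited lists number the libraries differently from the labels. All positions are GRCh38 (hg38), and fold is the authors' enrichment over local background at a peak's summit. On chromosomes 1 to 22 and X, 221588 accessible regions were called in replicate 1 and 209955 in replicate 2. They covered 89.1 Mb and 70.3 Mb, with a median width of 277 bp and 227 bp. The pileup of tags at the summit, recovered from fold and p, had a median of 38 in replicate 1 and 29 in replicate 2, and a highest value of 166 and 152. At regions found in both, summed pileups were 1.36 times higher in replicate 1, which was thus the deeper library.

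The first question was how far the replicates found the same accessible chromatin. Of the regions of replicate 1, 185017 (83.5%) overlapped a region of replicate 2, and 194050 (92.4%) of the regions of replicate 2 overlapped one of replicate 1. After 1000 circular shifts along the chromosomes the mean overlap was 5.09% and 5.42% (one-sided permutation p = 0.001 for each, the smallest that the shifts can give). The overlapping calls formed 184376 shared regions, whose summits lay a median of 16 bp apart. Across these regions, which are not independent replicates, fold had a Spearman rho of 0.929 and log2 fold a Pearson r of 0.929. The Spearman correlation ranged from 0.913 to 0.942 between chromosomes. Folds were a median of 1.15 times higher in replicate 2, with an SD of the log2 difference of 0.24. The squared differences of the pileups, once scaled for depth, came to 0.477 of what counting noise alone would give. That measure was 0.356 in the 10% of regions with the lowest pileups, 0.540 in the middle 10% and 0.140 in the 1% with the highest. A limit on the tags kept per position would lower it at high pileups but not at low ones, so it does not show by itself how alike the replicates were. They were counted as 1 sample, both values are given, and no SD is drawn from them. Regions without a partner were weaker. Their median fold was 3.14 in replicate 1 and 3.71 in replicate 2, against 5.84 and 6.45 at regions with one.

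**Figure D1:**
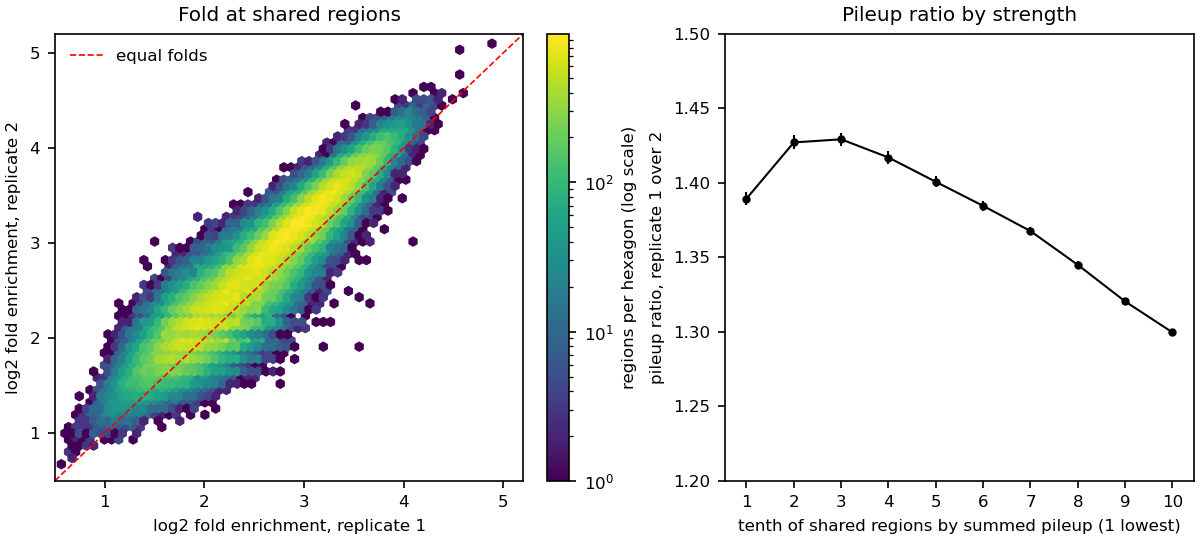
Left, log2 fold enrichment of each of the 184376 shared regions in replicate 1 (x axis) and replicate 2 (y axis), with the number of regions per hexagon on a log color scale. Right, ratio of summed pileups, replicate 1 over replicate 2, in 10 equal parts of the shared regions ordered by summed pileup, with 95% bootstrap intervals over regions, on an axis that starts at 1.2. The ratio was highest in part 3, at 1.43, and lowest in part 10, at 1.3.

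Shared regions were next placed relative to protein-coding genes. Promoters, taken as 1 kb on each side of any annotated transcript start, held 25600 of them (13.9%), against a mean of 5.15% after circular shifts, 2.69 times that share (one-sided permutation p = 0.001, the smallest possible). Introns held 72369 (39.3%, shifted mean 34.9%, permutation p = 0.001) and exons 8296 (4.50%, shifted mean 4.27%, permutation p = 0.004). Intergenic DNA held 78111 (42.4%), fewer than the 55.7% after shifts (permutation p = 0.001). The shifts ran along whole chromosomes, including stretches where no peak can be called. The effect of such stretches on the shifted means was not measured, so the small exon difference is not read as an excess. Median fold at promoter regions was 6.28 in replicate 1 and 7.38 in replicate 2. At intergenic regions it was 5.83 and 6.56. The promoter share depended on which starts were counted and which regions were kept. It was 7.98% with the start of the canonical transcript alone, 7.46% with the 5′ end of each gene alone, and 26.7% among the 50000 strongest regions of each library, each above its shifted mean.

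**Figure D2:**
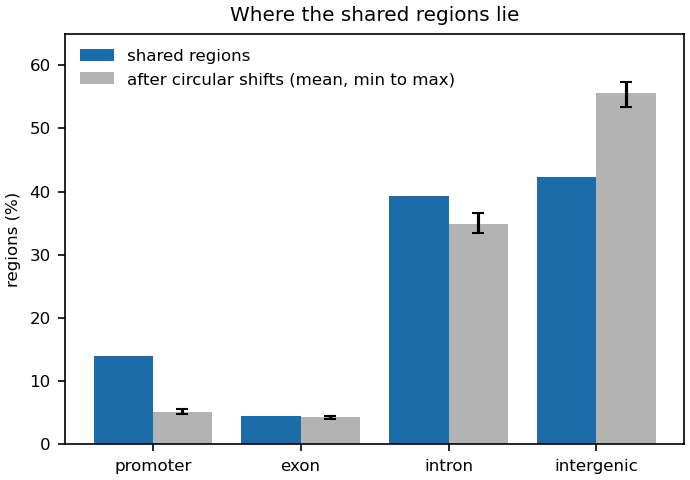
Share of the 184376 shared regions (blue, %) in promoters, exons, introns and intergenic DNA of protein-coding genes. Grey bars give the mean share after 1000 circular shifts and the black bars the lowest and highest share among them. Promoters held 13.9% against 5.15%, and intergenic DNA 42.4% against 55.7%.

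A promoter region in both libraries was present at 15394 of 19812 protein-coding genes (77.7%), here called open. A further 524 genes had one in replicate 1 alone and 145 in replicate 2 alone, and 3749 (18.9%) had none in either. The share rose with promoter GC content, from 45.7% in the 20% of genes with the lowest to 91.4% in the 20% with the highest. Open genes had a median promoter fold of 7.79 in replicate 1 and 9.29 in replicate 2. Among the highest promoter folds were those at ZNF658 (19.9 in replicate 1 and 23.4 in replicate 2), FAM86B2, RPS6KB1, THOC3, CCZ1B, GTF2H2C, GPR89A, DHRS7 and NOMO1 (18.3 and 18.8). Apart from RPS6KB1 and DHRS7, these genes have a promoter sequence that is largely repeated elsewhere in the genome, so their folds are uncertain. The genes with most shared regions nearest to their starts were TENM3, a teneurin adhesion receptor, with 167 regions, LSAMP with 163, RBMS3 with 153, RUNX1 with 152, CDH11 and ERBB4 with 147 each, EFNA5 with 144, KCNMA1 with 140, CELF2 with 138 and NCKAP5 with 135. The length of DNA nearest to a gene differed widely between them. Per 100 kb of it, KCNMA1 had 14, RUNX1 11.9 and NCKAP5 11.8, whereas EFNA5 had 5.66 and TENM3 5.56, under the 6.09 of the whole genome. RUNX1, a Runt family transcription factor, also had a promoter fold of 14.2 and 14.3. LSAMP had no promoter region in replicate 2.

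Gene lists fixed before the data were examined were then compared with all other protein-coding genes, to describe which cell programs had open promoters. Genes are not replicates, and these tests describe the 2 libraries. P-values are from two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 21 lists, and those against matched lists from permutation. Genes of mesenchymal identity were open throughout. All 19 mesenchymal transcription factors were open (adjusted exact p = 0.0371, other genes 77.7%), with the highest folds at ZEB1 (fold 11.2 in replicate 1 and 13.9 in replicate 2), TCF4 (9.73 and 10.8), MEOX2 (8.15 and 10.2) and PRRX2 (7.19 and 8.14). All 20 genes of extracellular matrix and fibroblasts were open as well (adjusted exact p = 0.0371). The highest folds were at TNC, the matrix protein tenascin C (9.88 and 12.1), the proteoglycan LUM (8.82 and 8.83), FBN1, fibrillin 1 (8.70 and 9.31), and FAP (7.66 and 9.02). As a whole both lists had low folds, which depend on local background as well as on pileup. The highest promoter pileup of a gene in replicate 1 ran from 22 (TCF21) to 132 (OSR2) for the transcription factors. For the matrix genes it ran from 21 (POSTN) to 135 (P4HB). Its median was 107 at open promoters whose sequence is not largely repeated elsewhere, so low folds here need not mean low pileups. The median of the lower fold was 4.6 for the transcription factors and 4.52 for the matrix genes, against 7.76 for open genes, at the 3.84th and 2.97th percentile of 10000 random lists of the same size. Neither call held with 1 library alone, although all members of both lists stayed open in each. The share of other genes was higher, at 78.4% in replicate 2 alone and 80.3% in replicate 1 alone. The adjusted exact p was then 0.064 and 0.0854 for the transcription factors, and 0.052 and 0.0561 for the matrix genes. Among the 50000 strongest regions of each library 6 of 19 and 11 of 20 members were open, both below other genes. All 30 cytosolic ribosomal protein genes were open (adjusted exact p = 0.00501), with RPL37 (11.2 and 15.4), RPL30 (10.8 and 13.8), RPL11 and RPS6 highest. Against random lists matched on promoter GC content and number of starts, the call was kept for the matrix genes (adjusted permutation p = 0.035) and lost for the transcription factors (0.0588) and the ribosomal genes (0.181). The matched lists were open in 78.8%, 77.2% and 88.8% of cases, so matching left the gap of the transcription factors as it was.

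Nearly all surface markers and adipogenic regulators were open, whereas mature adipocyte (70.0%), chondrogenic (69.2%) and osteogenic genes (66.7%) lay below other genes, and none of these lists passed the test. All 15 MSC surface markers were open (adjusted exact p = 0.0658), including ITGAV (8.96 and 10.7), ALCAM (7.82 and 9.24), ENG (7.79 and 9.71) and CD9. All 16 YAP and TEAD target genes were open too (adjusted exact p = 0.0658), including CRIM1 (11.3 and 14.6), ANKRD1 (8.39 and 8.27), LATS2 and TEAD1. Both lists had the highest share possible and still did not pass. With 77.7% of other genes open, the test could not call lists of these sizes higher, so the missing calls decide nothing. Of 20 adipogenic regulators 19 were open (adjusted exact p = 0.121). EBF1 had folds of 10.4 and 13.3, and PPARG, the nuclear receptor required for fat cell formation, 10.3 and 11, followed by KLF5 (8.72 and 11.1) and GATA3 (8.15 and 9.93). The other member, PPARGC1A, had a promoter region in replicate 1 alone. Genes of mature adipocytes were open in 14 of 20 cases (adjusted exact p = 0.589). PLIN1, which coats lipid droplets, had folds of 9.04 and 8.63, AQP7 8.18 and 10.2, CD36 7.82 and 8.84 and SLC2A4 7.09 and 8.04. In contrast, the hormone genes ADIPOQ and LEP, the fatty acid binding protein gene FABP4 and the lipase gene LPL had no promoter region in either library. Osteogenic genes were open in 10 of 15 cases (adjusted exact p = 0.523), led by RUNX2 (12.5 and 15.3) and SPP1 (9.92 and 10.3), while DMP1, IBSP, MSX2 and SOST had no promoter region. Chondrogenic genes were open in 9 of 13 cases (adjusted exact p = 0.606), led by SOX6 (11 and 13.8) and MATN3 (9.41 and 12), while ACAN, COL9A1 and EPYC had none. AP-1 family genes were open in 11 of 12 cases (adjusted exact p = 0.606), with BATF3 highest (6.69 and 7.72) and BATF without a region. HOX genes of groups 1 to 8 were open in 19 of 23 cases (adjusted exact p = 0.802), led by HOXA4 (8.98 and 9.39) and HOXD1 (8.50 and 9.21), with HOXA2, HOXA3 and HOXB1 without a region. Those of groups 9 to 13 were open in 14 of 16 cases (adjusted exact p = 0.606), led by HOXC13 (7.12 and 8.64), and HOXD12 had none.

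Striated muscle, hepatocyte, pluripotency and blood cell markers gave the lowest shares of open promoters. Striated muscle markers were open in 4 of 16 cases (25%, exact 95% binomial interval 7.27% to 52.4%, adjusted exact p = 0.000228). The cardiac actin gene ACTC1 (10.9 and 10.9), MB (8.60 and 9.69), TNNT2 (6.71 and 6.15) and CKM (3.19 and 2.63) were open, and ACTA1, MYF5, MYF6 and MYH1 were among the 10 members without a region in either library. Hepatocyte markers were open in 6 of 18 cases (33.3%, interval 13.3% to 59.0%, adjusted exact p = 0.000738), with CYP2E1 highest (11.8 and 10.8), then TTR, FOXA1 and APOB. AHSG, ALB, APOA1 and APOA2 were among the 11 without a region. Blood cell markers were open in 9 of 20 cases (45%, interval 23.1% to 68.5%, adjusted exact p = 0.00773). CORO1A (10.4 and 11.8), PTPRC (7.82 and 9.70) and HLA-DRA were open, whereas CD2, CD3D, CD3E and CD79A were not. Pluripotency markers were open in 5 of 12 cases (41.7%, interval 15.2% to 72.3%, adjusted exact p = 0.031), with POU5F1 (12.1 and 15), DNMT3B (7.90 and 10.5), SOX2 (7.66 and 7.91) and NANOG (7.59 and 8.27) highest, and DNMT3L, DPPA2, PRDM14 and TDGF1 among those without a region. With matched lists the calls for striated muscle (adjusted permutation p = 0.0105) and hepatocyte markers (0.0042) were kept, and those for blood cell (0.0697) and pluripotency markers (0.208) were lost. The matched means were 62.8% for striated muscle, 77.5% for hepatocyte, 70.6% for blood cell and 68.6% for pluripotency markers, each still far above the share seen. With a promoter window of 3 kb the hepatocyte (0.264), blood cell (0.288) and pluripotency calls (0.179) were lost, and without replicate 1 the pluripotency call (0.0727) was lost.

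The remaining lists did not pass the test. Endothelial markers were open in 10 of 14 cases (adjusted exact p = 0.606), with ERG (9.92 and 10.3) and KDR (7.99 and 9.70) highest and EMCN and VWF without a region. Epithelial markers were open in 12 of 16 cases (adjusted exact p = 0.802), with CDH1, the epithelial cadherin gene, at 10.4 and 12.3 and KRT5, KRT19, CLDN7 and OVOL1 without a region. Neural markers were open in 12 of 18 cases (adjusted exact p = 0.457), with SYT1 at 11.1 and 12.8 and ELAVL4, GAD2, OLIG2 and STMN2 without a region. Pericyte and smooth muscle markers were open in 12 of 13 cases (adjusted exact p = 0.519), led by SYNPO2 (11.5 and 14) and RGS5 (11.1 and 13.1), and MYOCD had no region. Of the ubiquitin E2 enzymes, the family of UBE2E2, 32 of 34 were open (adjusted exact p = 0.0555). UBE2T (13.3 and 15.9), UBE2F (13.6 and 13), UBE2D1 (11.7 and 12.6) and UBE2Z (11.5 and 16.4) had the highest folds, and UBE2U had no region. Without replicate 2 the enzymes passed the test (adjusted exact p = 0.0304). Against matched lists, with a mean of 92% open, their share of 94.1% did not pass (adjusted permutation p = 0.955).

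**Figure D3:**
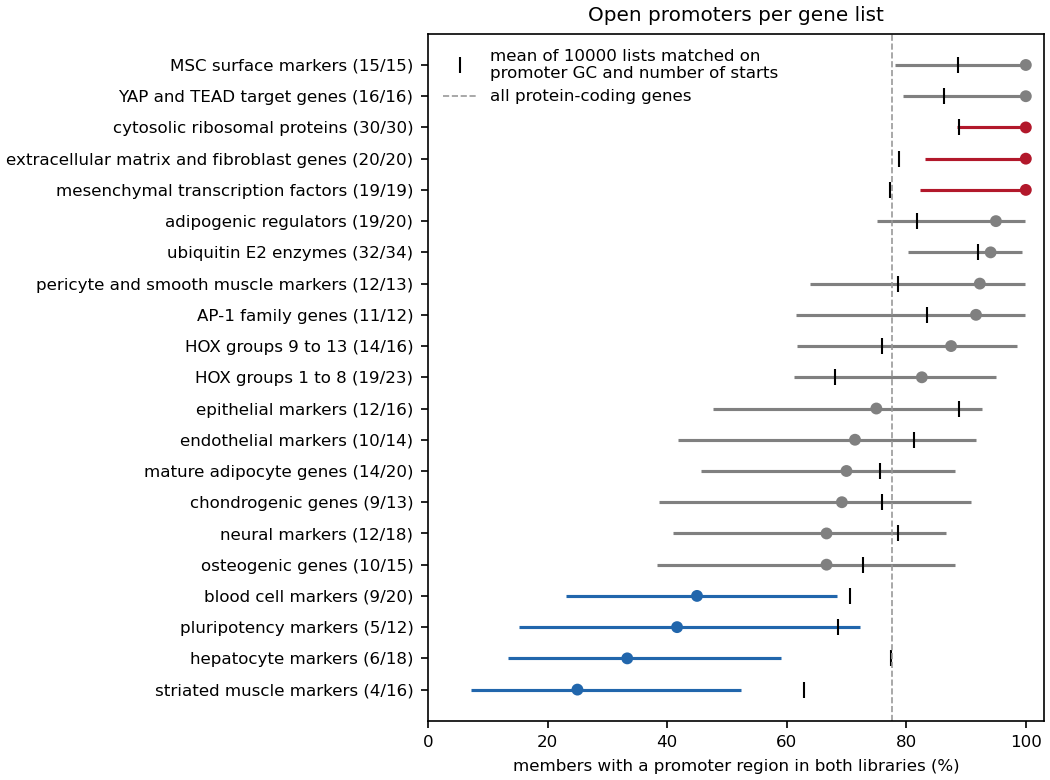
Share of the measured members of each list with a promoter region in both libraries (x axis, %), with exact 95% binomial intervals that cover counting error only. Red and blue mark lists above and below other genes at an adjusted exact p under 0.05, the short black lines give the mean of 10000 matched random lists, and the dashed line is the share of all protein-coding genes (77.7%). Striated muscle markers lie lowest at 25%.

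The study defined a gene neighborhood around UBE2E2, a locus linked to type 2 diabetes and visceral fat by noncoding variants, and asked where regulatory DNA lies in it. The gene itself (ENSG00000182247) spans 23203020 to 23591794 on the plus strand of chromosome 3. With 500 kb on each side, from 22703020 to 24091794, the window held 109 shared regions, of which 9 lay at promoters, 1 in an exon, 37 in introns and 62 between genes. Upstream of the gene lay 24, and 28 overlapped it. The density of 7.85 shared regions per 100 kb was at the 35th percentile of windows drawn the same way around all other protein-coding genes, whose median was 9.17. Among the 2562 windows with a like number of gene 5′ ends it was at the 56.5th percentile. The median of the lower fold was 6.31 in the window and 5.70 in all shared regions, a difference that was not tested.

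The UBE2E2 promoter region, at 23202301 to 23204108, had a fold of 6.64 in replicate 1 and 7.80 in replicate 2, with pileups of 85 and 61. That placed it at the 33.3rd percentile of open genes. Several distal regions in the window had higher folds. Upstream, the intergenic region at 23159754 to 23160457, 43.0 kb from the gene's start, had folds of 11.4 and 13.2 and pileups of 104 and 78. The region at 23183717 to 23184060, 19.1 kb from the start, had folds of 12 and 14.3, and that at 23055898 to 23056401, 147 kb away, 12 and 13.8. The highest lower fold of the window lay in an intron of UBE2E2, at 23461003 to 23461727, with folds of 14.9 and 14.7. A further intronic region at 23567699 to 23568411 had 13.9 and 15.3, and one at 23263890 to 23264931 had 12.1 and 13.9. The pileups were 62 and 49 at 23183717, 68 and 55 at 23055898 and 77 and 57 at 23461003, lower than at the promoter, so the higher folds there rest on a lower local background. At 23567699 they were 85 and 70, and at 23263890 84 and 65. Each of these regions was named after its values were seen.

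**Figure D4:**
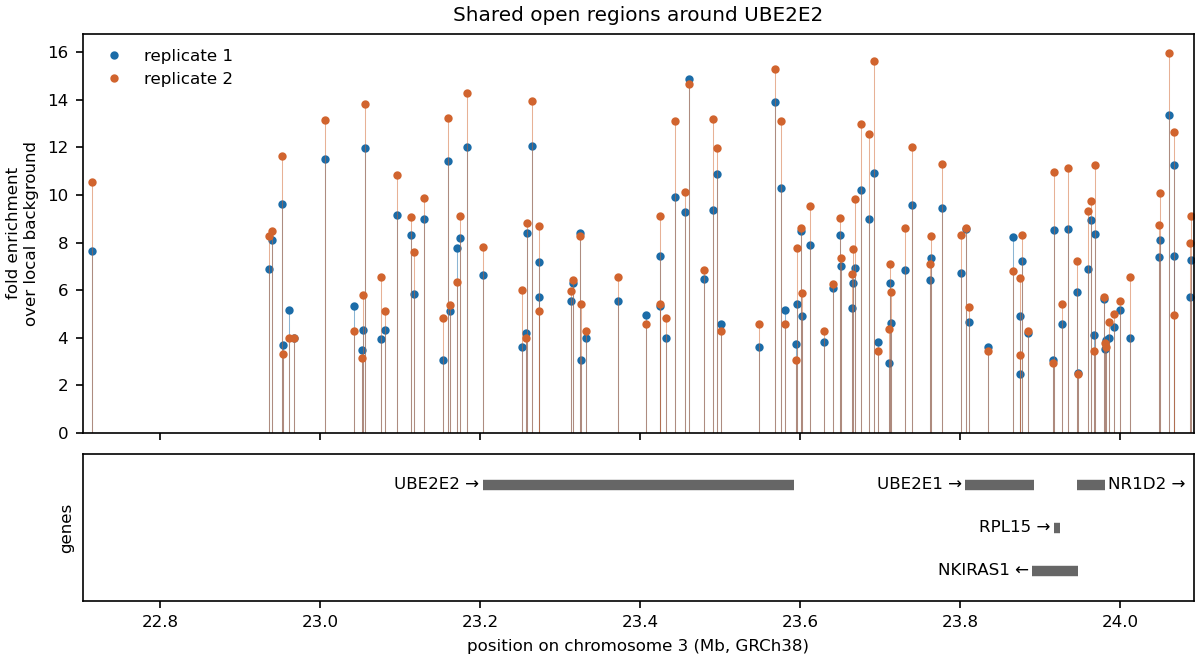
Fold enrichment over local background (y axis) of the 109 shared regions in the UBE2E2 window, in replicate 1 (blue) and replicate 2 (orange), by position on chromosome 3 (x axis, Mb, GRCh38). Gray bars below are the protein-coding genes with a 5′ end in the window, with arrows for the direction of transcription. The UBE2E2 promoter region had folds of 6.64 and 7.80. The intronic region whose lower fold was highest had 14.9 and 14.7.

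UBE2E1, which encodes a related E2 enzyme, was open at its 5′ end in a region at 23805556 to 23807539, with folds of 8.58 and 8.61 and pileups of 113 and 66. RPL15, a ribosomal protein gene, and NKIRAS1 shared a region at 23916521 to 23917755, with folds of 8.51 and 11. At NR1D2, a nuclear receptor gene, the highest promoter fold (8.94 and 9.72) was at 23963476 to 23963831, near a start inside the gene, and the lower of both folds was 5.92 with the canonical start alone. Beyond the window, the promoter of the retinoic acid receptor gene RARB had folds of 6.41 and 8.17. TOP2B, a DNA topoisomerase gene, had folds of 15.2 and 15.6 near an internal start at 25603793 to 25604530. With the canonical start alone its lower fold was 8.56. THRB, the thyroid hormone receptor beta gene, had no promoter region in replicate 2 and one with a fold of 3.05 in replicate 1. It had 37 distal shared regions nearest to its starts, compared with 46 for UBE2E2, 34 for UBE2E1, 24 for RARB, 14 for NR1D2 and 13 for TOP2B. Per 100 kb of the DNA nearest to each gene, the distal regions numbered 10.8 for NR1D2, 8.90 for TOP2B, 8.85 for UBE2E1, 7.03 for THRB, 6.42 for UBE2E2 and 2.5 for RARB.

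Of all shared regions outside promoters, the highest lower fold was on chromosome 1 at 633898 to 634113, with folds of 29.6 and 34.2 and pileups of 166 and 138. This interval carries pseudogenes of mitochondrial origin, MTCO2P12, MTATP8P1, MTATP6P1 and MTCO3P12, within 1 kb, and RefSeq places the protein-coding gene LOC102724250 there too. The next was on chromosome 17 at 19187997 to 19188251 (folds 23.8 and 24.0), beside the small nucleolar RNA gene SNORD3A. A region on chromosome 17 at 43251629 to 43251845 (23.7 and 32.2) lay beside a small nuclear RNA gene, and one on chromosome 3 at 93470326 to 93470822 (22.8 and 22.4) lay 416 kb from the nearest protein-coding start, that of PROS1. The last, on chromosome 7 at 92904206 to 92905076 (21.3 and 21.6), was nearest to CDK6, a cyclin-dependent kinase gene, at 68.1 kb, and beside the antisense gene CDK6-AS1. Regions in repeated sequence were not filtered out, and how far the sequence of these distal regions is repeated elsewhere was not measured. Their folds are therefore uncertain, and the nearest gene is given for position only.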

Values the study reported

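The study examined 5 SNVs from genome-wide association studies at the UBE2E2 locus. It placed 2 of them inside an ATAC peak of the hMSC, 2 more no farther than 5 kb from one, and the remaining 1 at a distance of about 17 kb.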

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

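Peaks on unplaced contigs and on the mitochondrial chromosome entered only the alternative with all contigs, and were listed where over the 3 that a count of 0 allows. Contigs other than the assembled chromosomes held 619 peaks in replicate 1 (0.278% of its list) and 539 in replicate 2 (0.256%). The mitochondrial chromosome held 4 peaks in replicate 1 and 3 in replicate 2.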

How the results depend on the processing

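Of 262 comparisons of a result with an alternative, 209 were counted as unchanged. These kept their side of the threshold, stayed within their spread or, for counts, stayed within 1.5 times the reported count. A list that passed in neither setting was counted as unchanged even where its direction turned. With the 3 kb window, osteogenic (13 of 15 open), chondrogenic (12 of 13), endothelial (12 of 14) and epithelial genes (15 of 16) turned higher in this way. Other genes were then open in 83.6% of cases. Promoter folds of the study's neighborhood genes under the alternatives were not part of the 262 comparisons. Among the 50000 strongest regions, RARB was the only one of these genes whose lower fold moved, to 0. The shares of regions found in both libraries (72.5% to 95.7%) and the promoter share (7.46% to 26.7%) stayed above their shifted means under every alternative run, by permutation tests with 200 shifts. The number of open genes, which has no test, ranged from 11436 to 16564. For overlap of 50% and for summits the shifted overlap was counted at 1 bp, so chance is overstated there, and for all contigs the shifts used chromosomes 1 to 22 and X. Leaving peaks unmerged changed nothing, since no lines overlapped. The motif search was not run. No paired analysis was possible because there is 1 group. Unless a cause is named, the cause was not tested. Depth limits what closed means here, since a promoter without a region in either library may still hold fewer tags than the 12 and 9 of the weakest called peaks, and the 524 genes open in replicate 1 alone include THRB, at a fold of 3.05 without replicate 2.

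Fewer regions were left by construction at a −log10 q of at least 10, with 138376 and 128425 in the libraries and 71 in the UBE2E2 window, and 29 in the window among the 50000 strongest regions. The rank correlation of fold was 0.913 at that q. In the following, values are adjusted exact p-values of the list test. With a −log10 q of at least 5, mesenchymal transcription factors (0.104) and matrix genes (0.0815) lost their call and ubiquitin E2 enzymes (0.0356) gained one. With at least 10, mesenchymal transcription factors lost it (0.17), and MSC surface markers (0.0431), adipogenic regulators (0.0468), YAP and TEAD targets (0.028), ubiquitin E2 enzymes (0.0132) and, in the lower direction, epithelial markers (0.0132) gained one. Among the 50000 strongest regions, mesenchymal transcription factors (0.0497), AP-1 genes (0.0138), HOX groups 1 to 8 (0.0216) and 9 to 13 (1.08e-05) fell below other genes, and matrix genes also turned lower without passing (0.824). There mature adipocyte (0.00325), osteogenic (0.0318), chondrogenic (0.0332), endothelial (4.05e-05) and neural genes (0.0283) passed in the lower direction and ubiquitin E2 enzymes in the higher (0.0497).

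With 1 library alone the values ranged from 0.064 to 0.0854 for mesenchymal transcription factors, 0.052 to 0.0561 for matrix genes, 0.0304 to 0.064 for ubiquitin E2 enzymes and 0.0147 to 0.0727 for pluripotency markers. With a window of 3 kb, calls ended for mesenchymal transcription factors (0.217), matrix genes (0.217), ribosomal (0.111), blood (0.288), hepatocyte (0.264) and pluripotency genes (0.179). With 500 bp, mesenchymal transcription factors lost their call (0.104), and YAP and TEAD targets (0.0458) and ubiquitin E2 enzymes (0.0297) gained one. With the gene's 5′ end alone, mesenchymal transcription factors (0.063) and pluripotency markers (0.124) lost it and YAP and TEAD targets (0.0203) gained one. With the canonical start alone, an alternative chosen after seeing the data, YAP and TEAD targets (0.0218) and ubiquitin E2 enzymes (0.0102) passed higher and chondrogenic (0.0242), endothelial (0.0494), epithelial (0.0371) and neural genes (0.0289) lower. Against matched lists (permutation), calls ended for mesenchymal transcription factors (0.0588), ribosomal (0.181), blood (0.0697) and pluripotency genes (0.208). The striated muscle list passed in the lower direction under all 10 alternatives and the hepatocyte list under 9 of 10. The mesenchymal transcription factors passed in the higher direction under 1 of 10, the canonical start.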

Other observations

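In the tests below, the ceiling on pileups and the comparisons of pileups and of background at copied promoters were chosen after the result was seen. That of pileups replaced a count of copied promoters among the highest folds, which could not tell its explanations apart. Distal regions, which lie outside promoters, were more frequent near several mesenchymal lists than near matched lists. Each list's mean number of distal shared regions nearest to its members was set against 10000 random lists matched on the length of DNA nearest to each gene, with Benjamini-Hochberg adjustment over the 21 lists (permutation tests). Extracellular matrix and fibroblast genes had 34.5 distal regions per gene, 2.29 times the matched mean (adjusted permutation p = 0.0021), with 92 nearest to TNC, 62 nearest to FBN1 and 85 nearest to the thrombospondin gene THBS1. Mesenchymal transcription factors had 31.4, 1.76 times the matched mean (adjusted permutation p = 0.014), with 122 nearest to ZEB2 and 76 nearest to TCF4. Adipogenic regulators had 31.7, 1.67 times the matched mean (adjusted permutation p = 0.0189), with 114 nearest to EBF1 and 104 nearest to KLF4. YAP and TEAD targets (ratio 1.82) and AP-1 genes (1.86) passed at 0.0151 each, and HOX groups 1 to 8 had 2.25 times the matched mean (adjusted permutation p = 0.0021), while HOX groups 9 to 13 did not pass (ratio 1.08, adjusted permutation p = 0.859). THBS1, ZEB2 and KLF4 were named after their values were seen.

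The other lists did not pass. The ratios were 1.55 for MSC surface markers (adjusted permutation p = 0.118), 1.73 for osteogenic genes (0.104) and 1.03 for chondrogenic genes (0.864). Mature adipocyte genes had a ratio of 1.29 (adjusted permutation p = 0.534), ribosomal genes 1.41 (0.371) and ubiquitin E2 enzymes 1.16 (0.641). Of the markers of other cell types, the ratio was 1.36 for endothelial (0.52), 1.26 for epithelial (0.534), 1.16 for blood (0.78), 1.12 for neural (0.78), 1.11 for pericyte (0.797), 0.921 for striated muscle (0.859), 0.859 for pluripotency (0.859) and 0.658 for hepatocyte markers (0.598). Several of these lay above the chondrogenic genes, so the ratios did not separate the lineages of these cells from others throughout. Some genes without a promoter region had many distal regions, such as 80 nearest to the osteogenic gene MSX2, 47 nearest to UBE2U and 44 nearest to the neural gene STMN2. The hypothesis that distal regions follow cell identity was consistent with the percentile of the mesenchymal transcription factors, 99.915, and with that of the neural markers, 70.6, which was within the range of matched lists, but 2 lists are a narrow basis for it. Since 1 cell line was measured, no other cell type was compared.

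The highest pileups lay close together, at 166 and 152. The pileup ratio of replicate 1 over replicate 2 was 1.39 in the middle 10% of the shared regions and 1.27 in the top 1%, a difference of -0.1215. A higher background of replicate 1 is argued against, since the difference was still -0.1122 after subtracting each region's local background. Saturation remains open. If 1 tag is kept per position and strand, a pileup cannot exceed 2 tags per bp of the extension length. The highest pileup was 91.2% of 2 times the narrowest peak in replicate 1 and 95% in replicate 2. The 166 of replicate 1 was reached on chromosome 1 at 633898 to 634113, beside pseudogenes of mitochondrial origin. The 152 of replicate 2 was reached on chromosome 3 at 93470326 to 93470822. This comparison with a ceiling thus rests on 2 regions that may not stand for others. The scatter between libraries was 0.540 of counting noise in the middle 10% and 0.140 in the top 1%, so the strongest folds may be compressed, but it was also lower, at 0.356, in the weakest 10%, which saturation does not explain; no biological explanation was tested.

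Among the 100 highest promoter folds, 14 genes (exact 95% interval 7.87% to 22.4%) had a promoter whose 31-mers were mostly repeated elsewhere in GRCh37, against 1.1% of the other open genes (Fisher's exact test, two-sided, p = 1.15e-11). More reads at copied sequence, from shared reads or copies missing from the build, are argued against: at each gene's region of highest fold the median of the lower pileup was 56 for 181 open promoters with a copy and 75 for 15164 others, and for each gene's highest pileup 60.5 and 79 (two-sided permutation p = 0.0001 for each, the smallest possible). The 14 genes had a median of 76.5, near the 75 of the others. The local background at these regions was lower with a copy, 6.65 against 11.2 tags in replicate 1 and 3.55 against 6.49 in replicate 2, but it is solved from fold and pileup, so this restates a higher fold at a lower pileup and why it was lower stays open. None of the 100 highest pileups belonged to a copied promoter (Fisher's exact p = 0.635), which is weak since it allows a share of up to 3.62%, and no biological explanation was tested.

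Promoter GC content is a technical candidate for the 4 lists with fewer open promoters. Against lists matched on GC content and number of starts, 4 of 4 stayed below the 2.5th percentile. The percentiles were 0.505 for blood, 0.0 for hepatocyte, 0.025 for striated muscle and 2.11 for pluripotency markers. These values argue against GC content as the whole cause. They do so least firmly for pluripotency markers, whose unadjusted two-sided permutation p was 0.0716. The calls for blood cell and pluripotency markers ended (adjusted permutation p = 0.0697 and 0.208), yet their shares of 45% and 41.7% stayed far below the matched means of 70.6% and 68.6%, and other genes had 77.7%. Matching moved the mean most for striated muscle, to 62.8% against 25% seen, so a part played by GC content stays open. Since 1 cell line was measured, the lineage of the cells was not tested as a cause.

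Of the regions called in replicate 1 alone, 27.9% had an expected pileup in replicate 2, from the median ratio of 1.36, under 12, the 5th percentile of pileups called there. Regions called in replicate 2 alone had a median −log10 q of 4.13, below the 10th percentile of 4.58 of its shared regions, and those called in replicate 1 alone had 4.38 against 5.74. The density of shared regions around UBE2E2 lay at the 56.5th percentile of windows with a like number of gene 5′ ends and at the 35th of all windows.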
